A study of Oryza sativa Japonica Group with 32 samples. Its data were reported in "Quantitative profiling of m6A at single base resolution across the life cycle of rice and Arabidopsis" (2024).

How the data were processed

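PolyA RNA of 8 rice tissues was profiled in 32 libraries, with 2 treated and 2 untreated libraries per tissue. Groups and replicate numbers were taken from the sample titles. The authors detected sites with a public m6A-SAC-seq pipeline on the Ensembl IRGSP-1.0 genome and used spike-in probes of known m6A content to turn mutation rates into fractions. Aligner, read counter and versions are not given in the sources used here.

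The authors deposited m6A fractions between 0 and 1 with 1 value per tissue, so both replicates had been combined, and how the fractions were combined is not given in the sources used here. The authors deposited read depth as a whole-number count per site and tissue; whether it is a sum or a mean over libraries is not given. Because of this, and because a calibrated fraction is not a share of reads, no binomial test was run per site. The authors also deposited a detection flag. Its rule is not given with the table, but the study counted a site in a tissue when both replicates shared it, and the flag was read in that sense. Every flagged value had a fraction of at least 0.1 and a depth of at least 5. The header of the flag for the 2-week seedling is misspelled and was taken as that of this tissue because every other flag column matched another tissue. The authors deposited TPM values per gene for 16 libraries whose column names call them input; these were matched by tissue and replicate number to the untreated libraries. No per-sample column was left unmapped. The site table gave no fractions for untreated libraries, so no background fraction could be set beside the m6A values.

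The tests were fixed before the data were examined, on the assumption of 1 fraction per library. The pooled table did not allow the planned limma tests of sites between light and dark and of common sites between tissues, so differences and ranges are given in their place. The planned exact permutation of library means for the light contrast needed values per library, which the table lacks. The planned Fisher test over sites and permutation of genes were left out, because sites and genes are not replicates. An interval is given for each of these values instead. Sites were planned to be counted when methylated in both replicates at a depth of at least 20. The flag, which was the nearest deposited value, was used with that depth minimum, and this reading was chosen after the values had been seen. A fraction above 0 and a fraction of at least 0.1 were run in its place as alternatives. The planned comparison of m6A with exon length was not run because an IRGSP-1.0 annotation was not used here. Differences between regions, motifs and site sets were tested with exact sign-flip permutations over the 8 tissues, and reproductive against vegetative tissues with all 56 splits of 3 against 5. The smallest p these allow are 0.00781 and 0.0179. Correlations over tissues used exact permutation of pairings. All tests were two-sided, and p-values were adjusted by Benjamini-Hochberg within a family. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

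Genes were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with moderated variances (trend and robust), all 16 libraries in the fit and tissue as the factor. Genes needed a TPM of at least 1 in at least 2 libraries. Fold changes on this scale understate the change of low genes. TPM times gene length came out as whole multiples of 1 step per library for 100% of the values of up to 100 reads, with a tolerance of 0.1 reads, so reads were worked out by dividing by that step. edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on these reads as alternatives added after the data were seen. On simulated plumule data with 200 genes changed by 1 on the log2 scale, limma recovered 80.5% over 28658 genes with 11.5% false calls among its calls, and edgeR recovered 86.5% over 28628 genes with 5.46% false calls. All simulated genes had 1 common dispersion, estimated by edgeR, which can favour edgeR. The real edgeR calls had a median absolute log2 fold change of 0.51, so power for changes of that size was not measured. The site statistics passed 7 of 7 checks on simulated data.

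Named sites were the photoreceptor sites that the study lists as raised by light, fixed by symbol, region and motif. Named genes were the photoreceptor genes, the most abundant gene of each tissue, and the 3 largest rises and falls past the threshold with non-overlapping libraries and a mean of at least 10 TPM, which no gene met in the limma test. Rules that needed site replicates named nothing. A list of 12 light-harvesting and Rubisco small subunit genes was drawn up by symbol after the data had been seen. Intervals cover counting error only, and PCR copies are not independent molecules. Intervals of the mean fraction and of the correlation across genes came from 500 resamples of genes and say nothing on replicate error.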

Results

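m6A-SAC-seq was used to measure N6-methyladenosine (m6A), a methyl mark on adenosine in mRNA, at single-base resolution in polyA RNA of the japonica rice cultivar Nipponbare. Methylated bases are chemically marked with the help of the methyltransferase MjDim1, and the share of cDNA reads with a mismatch at a base serves to estimate its m6A fraction. The 32 libraries covered 8 tissues: plumules grown in the dark, plumules grown in light, seedlings at 8 days, seedlings at 2 weeks, panicle, and flag leaf, endosperm and embryo at 10 days after anthesis. Each tissue had 2 treated and 2 untreated libraries. The deposited site table held 1 m6A fraction, 1 read depth and 1 detection flag per tissue and site, so the fractions below are the authors' pooled values and have no SD. Gene expression was given as TPM for each of the 16 untreated libraries. Reads worked out from the TPM values ranged from 12856679 (flag leaf 1) to 15516038 (seedling 1) per library.

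The site table listed 205691 positions, each flagged as m6A in at least 1 tissue. The number of flagged sites ranged from 52646 in the 2-week seedling to 82157 in the flag leaf. A site was counted in a tissue when it was flagged and had a depth of at least 20. This left 54900 sites in plumule dark, 59368 in plumule light, 64552 in the 8-day seedling, 42903 in the 2-week seedling, 70609 in panicle, 73871 in flag leaf, 47484 in endosperm and 52794 in embryo. The median depth of counted sites lay between 79 in the 2-week seedling and 110 in the flag leaf. Counted sites fell in 11603 to 15165 genes per tissue, with 3.41 to 4.60 sites per gene. RAC motifs (R is A or G) made up 57.7% to 62.8% of counted sites, and GAT motifs made up 18.2% to 21.2%.

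**Figure D1:**
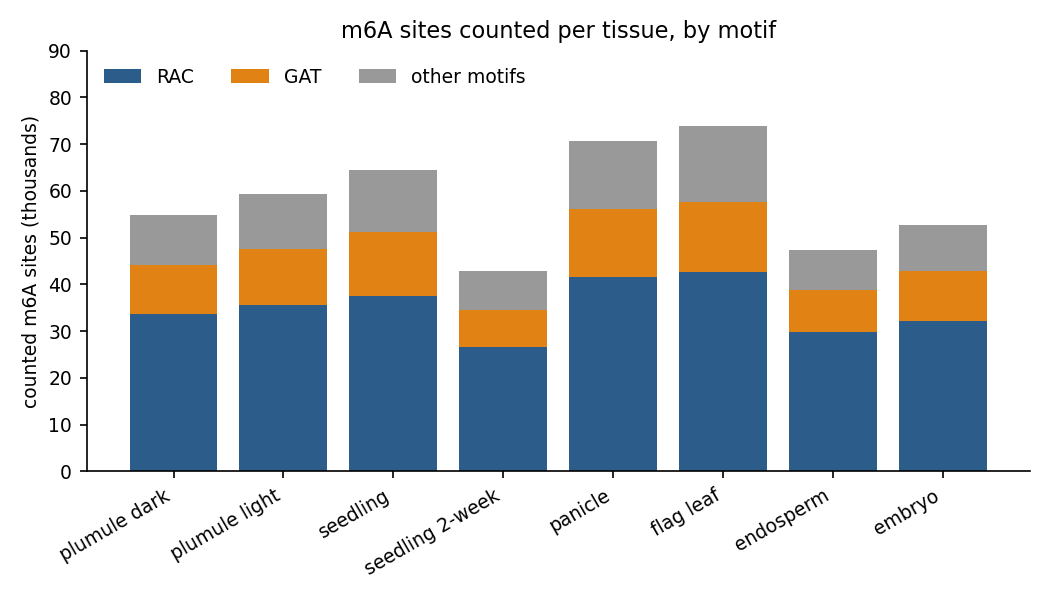
Number of counted m6A sites (y axis) in each of the 8 tissues (x axis), with the bars divided into RAC, GAT and other motifs. The flag leaf had the most counted sites with 73871 and the 2-week seedling the fewest with 42903.

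Site number was compared with depth because a deeper tissue can show more sites. Depth was taken over the listed positions, and a tissue with many sites of its own adds to that list. Sites counted in 1 tissue only numbered 20245 in flag leaf and 6741 in the 2-week seedling. Counting also needs a depth of at least 20, so depth and site number are not independent measures here. Over the 8 tissues the number of counted sites rose with the median depth over all listed positions, with a Pearson r of 0.934 (exact permutation p = 0.00141, adjusted p = 0.00424, two-sided) and a Spearman rho of 0.905 (exact permutation p = 0.00456, adjusted p = 0.0137). Without the 2-week seedling and the endosperm, the tissues farthest from the median depth, r was 0.875 (exact permutation p = 0.0236). The mean fraction of counted sites fell with median depth, with an r of -0.825 (exact permutation p = 0.0167, adjusted p = 0.0251) and a rho of -0.690 (exact permutation p = 0.0694, adjusted p = 0.104). Without the same tissues this r was -0.724 (exact permutation p = 0.106), close in size but not past the threshold with 6 tissues. At the 44439 listed sites with a depth of at least 50 in every tissue, mean fraction and median depth were not related, with an r of -0.145 (exact permutation p = 0.722, adjusted p = 0.722) and a rho of -0.024 (exact permutation p = 0.977, adjusted p = 0.977). Leaving out the same tissues gave an r of 0.421 (exact permutation p = 0.413). These 3 relations formed 1 family for the adjustment. Replacing median depth by total depth moved the first r most, to 0.701 (exact permutation p = 0.0469).

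The study compared m6A levels between transcript regions. The mean fraction of counted sites, averaged over the 8 tissues, was 0.511 in the 3' UTR, 0.454 in introns, 0.400 in the 5' UTR and 0.312 in the CDS. The difference between 3' UTR and CDS was 0.198 and had the same sign in 8 of 8 tissues, where it ranged from 0.191 to 0.208 (exact sign-flip permutation p = 0.00781, adjusted p = 0.0109, two-sided). That p is the smallest that 8 tissues allow. Introns exceeded the CDS by 0.141 in 8 of 8 tissues, and the 3' UTR exceeded introns by 0.0572 in 8 of 8 tissues, each with an exact permutation p of 0.00781 and an adjusted p of 0.0109. The 3' UTR to CDS difference moved most when only RAC sites were taken, to 0.284. With no depth minimum, the excess of the 3' UTR over introns shrank to 0.00701 (exact permutation p = 0.492). Introns held only 0.634% to 1.97% of counted sites. RAC sites had a mean fraction of 0.436, GAT sites of 0.254 and other motifs of 0.608, so RAC was not the highest group. Within RAC, AAC sites had 0.608 and GAC sites 0.361, pooled over tissues. The difference of 0.182 between RAC and GAT held in 8 of 8 tissues (exact permutation p = 0.00781, adjusted p = 0.0109). The 7 tissue-level comparisons in this and the next paragraphs were adjusted together.

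**Figure D2:**
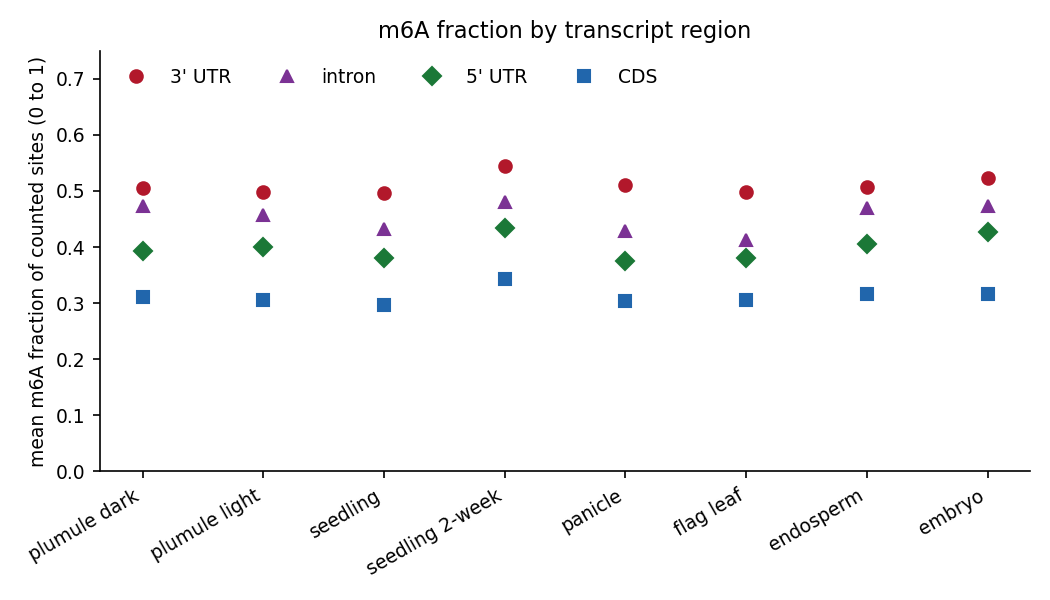
Mean m6A fraction of counted sites (y axis, 0 to 1) in 4 transcript regions for each of the 8 tissues (x axis); each point is 1 pooled value per tissue without replicates. In every tissue the 3' UTR was highest, followed by introns, the 5' UTR and the CDS.

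Shared and tissue-specific sites were compared by position. Of the listed sites, 14952 were flagged in all 8 tissues, and 11637 were counted in all 8 with the depth minimum. A further 93831 sites were counted in 1 tissue only. The 3' UTR held 66.8% of common sites and on average 24.6% of the sites unique to a tissue. This difference of 42.2 percentage points was positive in 8 of 8 tissues and ranged from 34.1 to 45.3 (exact permutation p = 0.00781, adjusted p = 0.0109). The same common share of 66.8% was set against the unique share of each tissue. The 8 differences are therefore not independent, and this p does not measure replication over tissues. The difference shrank to 15.8 percentage points when a fraction above 0 replaced the flag. Of the sites counted in 1 tissue, 61.3% had a fraction of at least 0.1 at a depth of at least 20 in another tissue where they were not counted. Among the common sites, 6468 (55.6%) varied by at least 0.2 in fraction between their lowest and highest tissue, and the median range was 0.221. No replicate error was at hand to set these ranges against.

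Panicle, endosperm and embryo were compared with the other 5 tissues, the reproductive against the vegetative group. The 3' UTR held 46.3% of counted sites in reproductive tissues and 42.7% in vegetative tissues, a difference of 3.64 percentage points that was not past the threshold (exact permutation p = 0.179, adjusted p = 0.208). Endosperm (49.5%) and embryo (49.0%) had the highest shares, while panicle (40.5%) lay below every vegetative tissue except the flag leaf (39.8%). Without panicle the difference was 6.57 percentage points (exact permutation p = 0.0476 before adjustment). Mean fractions were 0.441 and 0.430 in the 2 groups (difference 0.0111, exact permutation p = 0.464, adjusted p = 0.464). Of the sites counted only in reproductive tissues, 28.7% lay in the 3' UTR, against 24.1% of those counted only in vegetative tissues.

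The effect of light was examined in plumules. The pooled values gave no replicate check for this contrast, so no p-value was computed for sites. Over the 149081 listed sites with a depth of at least 20 in both, the mean fraction was 0.239 in light and 0.236 in dark, a difference of 0.00312 (95% interval 0.00212 to 0.00415 from resampled genes, which says nothing on replicate error). Of 76336 such sites flagged in light or dark, 38105 were higher in light, 34310 lower and 3921 equal. With a fraction above 0 in place of the flag, the sites that differed rose from 72415 to 137159. After both tissues were shifted to the same median fraction, 35698 sites were higher in light and 40638 lower, the latter including the 3921 equal sites. The shift moves all sites of a tissue alike, so the shifted counts do not tell the direction of the light effect. A difference of at least 0.1 was seen at 16842 sites that were higher in light and at 15010 that were lower. These counts changed with the tissue whose flag chose the sites. Among sites flagged in light, 16834 were higher in light by at least 0.1 and 4317 lower. Among sites flagged in dark, 4419 were higher and 14997 lower. Sites flagged in both gave 4411 higher and 4304 lower, and sites flagged in any of the other 6 tissues gave 18950 higher and 18426 lower. Over the 28 pairs of tissues, the fractions of light and dark plumules had the highest correlation, 0.814, against a median of 0.751. These were taken across the 44439 sites with a depth of at least 50 in every tissue, and sites are not independent replicates.

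**Figure D3:**
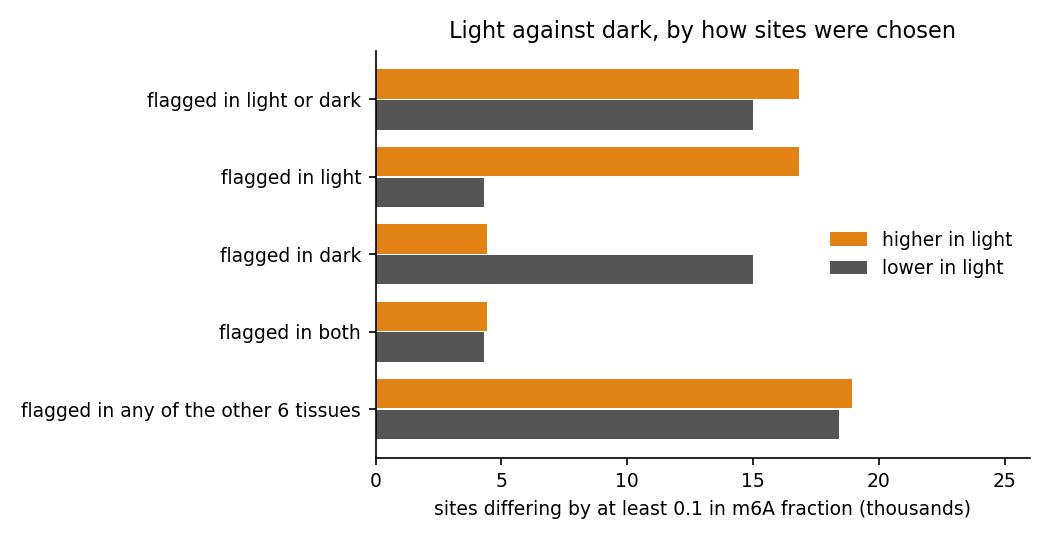
Number of sites whose m6A fraction differed by at least 0.1 between light and dark plumules (x axis), higher or lower in light, for 5 ways of choosing sites (y axis). Choosing by light gave 16834 higher and 4317 lower, choosing by dark gave 4419 higher and 14997 lower, and the other 6 tissues gave 18950 and 18426.

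The 3' UTR held 39.2% of the sites higher in light and 39.6% of those lower in light, a difference of -0.347 percentage points (95% Newcombe interval -1.06 to 0.365, counting error only), where 40.0% of all compared sites lay there. Across 14525 genes the change in mean m6A fraction and the log2 fold change in expression had a Spearman rho near 0 (-0.00452, 95% interval -0.0203 to 0.0117 from resampled genes). Light and dark expression correlated at 0.993 to 0.995, within the range of replicates, so there was little change to relate. The m6A changes had no replicates either. A rho near 0 therefore does not exclude a relation. Genes are not independent replicates, and no p-value is given.

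Photoreceptor transcripts were examined by symbol, region and motif, with positions in IRGSP-1.0. The study had named such sites as raised by light in these same data. A higher fraction in light at these sites is therefore not independent evidence. The OSCRY2 (Os02g0625000) site in the 3' UTR (chromosome 2, position 24921916, AAACT) had a fraction of 0.595 in light at depth 53 and 0.225 in dark at depth 69. The OsCRY1a (Os02g0573200) site in the 5' UTR (chromosome 2, position 21976854, AGAGC) had 0.183 in light at depth 34 and 0.0554 in dark at depth 37. The PHYC (Os03g0752100) site in the CDS (chromosome 3, position 31007707, GGACA) had 0.231 in light at depth 68 and 0.123 in dark at depth 76. The PHYB (Os03g0309200) site in the CDS (chromosome 3, position 11021272, AGATA) had 0.152 in light at depth 79 and 0.0852 in dark at depth 87. In PHYA (Os03g0719800) 2 CDS sites had the motif AGATA. The site at position 29170147 of chromosome 3 had 0.118 in light at depth 89 and 0.0330 in dark at depth 90, and the site at position 29170195 had 0.0571 in light at depth 79 and 0.145 in dark at depth 92. Another PHYA CDS site (chromosome 3, position 29172686, AGACT), chosen after its values were seen, had 0.103 in light at depth 228 and 0.0666 in dark at depth 265. This is the position the study gives for its PHYA site, but the site table has another motif there than the study does, so the rule by motif picked the AGATA sites instead. The named OSCRY2, OsCRY1a, PHYC and PHYB sites were flagged in light and not in dark, a choice that favours light. The PHYA sites at 29170147 and 29172686 were flagged likewise, and the site at 29170195 in dark only. Over all 113 listed sites of PHYA, PHYB, PHYC, OsCRY1a, OsCRY1b and OSCRY2 with a depth of at least 20 in both, 51 were higher in light and 55 lower, with a mean difference of -0.00431. The genes went different ways, with 11 sites higher and 4 lower in PHYB (mean difference 0.0409), 6 higher and 4 lower in OsCRY1a (mean difference 0.0559) and 12 higher and 21 lower in PHYA (mean difference -0.0342). The means also include sites not flagged in either plumule, among them 1 in OsCRY1b that differed by 1 and 1 in PHYC that differed by -1.

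Replicates of a tissue had Pearson correlations of log2(TPM + 1) between 0.991 and 0.996, and light and dark plumule libraries had correlations between 0.993 and 0.995 across genes. Other pairs of tissues had 0.504 to 0.909. Plumule dark 1 correlated with plumule light 1 at 0.995, above both replicate pairs of the plumules, so by this measure the plumule libraries did not group by light. The first 2 principal components held 35.3% and 29.7% of the variance over 28562 genes. Replicate pairs had chi-square values per gene of 1.48 to 9.55, above counting noise. Separate biological samples can differ beyond counting noise, so these values do not judge how well the replicates agreed. The most abundant transcript was OsDT11 in plumules, with 19015 ± 247 TPM (SD, n = 2) in light and 16459 ± 176 TPM (SD, n = 2) in dark. It was CAB2R in the 8-day seedling (13766 ± 1837 TPM), OsRcaII in the 2-week seedling (12736 ± 532 TPM), OsGRP3 in panicle (9626 ± 804 TPM), OsMT3a in flag leaf (21175 ± 316 TPM), Prol-01 in endosperm (69954 ± 4275 TPM) and OsEnS-115 in embryo (34618 ± 68.2 TPM), all as mean and SD of 2 libraries. CAB2R and Prol-01 belong to multigene families whose near-identical members can share reads, so their values are uncertain.

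**Figure D4:**
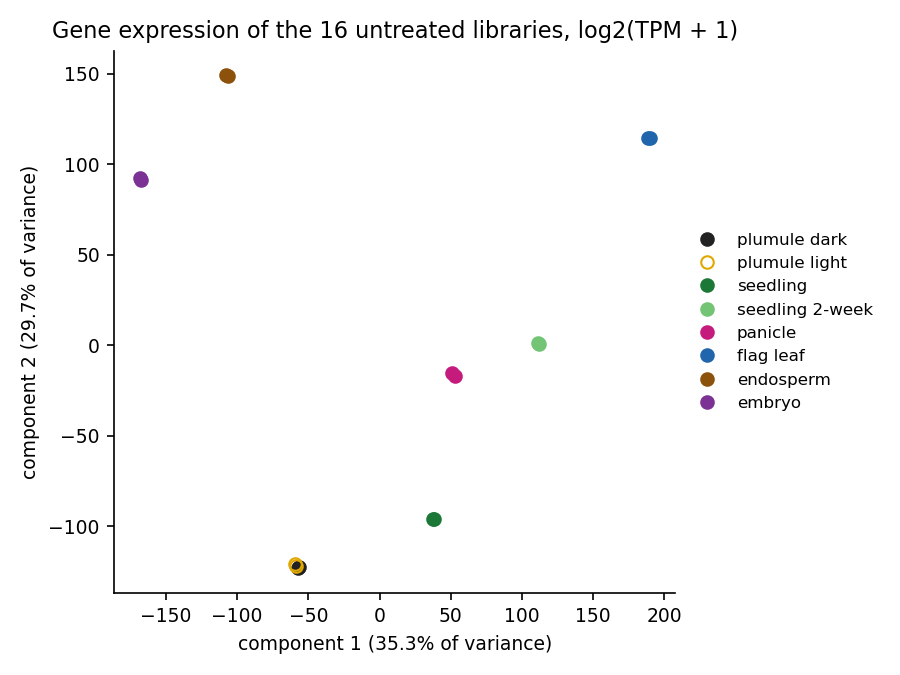
Principal components 1 (x axis, 35.3% of variance) and 2 (y axis, 29.7% of variance) of log2(TPM + 1) for the 16 untreated libraries, 1 point per library. Replicates lie together, and the light and dark plumule libraries lie close to each other.

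Between light and dark plumules, limma called 3 of 28562 genes at a Benjamini-Hochberg adjusted p under 0.05 (two-sided), and 1863 had an unadjusted p under 0.05. By limma with Benjamini-Hochberg adjustment all 3 were lower in light: MIR1428 (ENSRNA049472788, adjusted p 0.00163), tRNA-Ala (ENSRNA049449355, adjusted p 0.0164) and tRNA-Gly (ENSRNA049446030, adjusted p 0.00446). The 3 calls rested on 0 to 3 reads per library, none reached a mean of 10 TPM, and they were chosen for naming after their values were seen, because so few were called. The count was 2 without light replicate 1, 1 without light replicate 2, 2 without dark replicate 1 and 0 without dark replicate 2, where 1528 had an unadjusted p under 0.05. The calls shared with the 3 genes were 1, 1, 0 and 0 in that order. edgeR on the recovered reads, an alternative added after the data were seen, called 41 genes, of which 31 were higher and 10 lower in light, and DESeq2 called 62, the largest count among the fits without a replicate block. None of the 3 limma calls was among them. The median absolute log2 fold change of the 41 genes was 0.51. Of genes chosen after these values were seen, OsbHLH148 (Os03g0741100) was higher in light at 12.4 ± 0.419 TPM against 7.61 ± 0.890 TPM (SD, n = 2; edgeR log2 fold change 0.72, Benjamini-Hochberg adjusted p 0.0322), and OsGELP7 (Os01g0216000) was lower at 103 ± 10.2 TPM against 157 ± 9.27 TPM (SD, n = 2; edgeR log2 fold change -0.60, adjusted p 0.00684). Their adjusted limma p-values were 0.303 and 0.0843. The photoreceptor genes PHYA, PHYB, PHYC, OSCRY2, OsCRY1a and OsCRY1b were not called, and their adjusted limma p-values were 0.937 or higher. PHYA had 46.5 ± 3.18 TPM in light and 40.1 ± 0.839 TPM in dark (SD, n = 2).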

Values the study reported

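The study reported 52,646 m6A sites in the 2-week seedling and 82,157 in the flag leaf, with an average of 67,173 sites per rice tissue. It counted 14,953 sites shared by all rice tissues. Between light and dark plumules it reported 23,253 hypermethylated and 2,607 hypomethylated sites under light.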

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

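The alternatives with no depth minimum, with a fraction in place of the detection flag, with GAC sites only, without sites at exactly 1, without 1 tissue at a time (except for common sites), with total depth, with 1 random site per gene, with sites detected in light or dark or in the other 6 tissues, and with edgeR or DESeq2 were added after the data were seen, as was the choice of that flag itself; the others were chosen before the data were examined. Over 14 results, 137 of 152 alternatives gave the same direction and side of the threshold for a tested difference, or a value or count close to the first for the others. This number includes settings whose outcome was fixed in advance, as described below for regions and motifs without 1 tissue. A close count does not mean the same direction or members: without dark replicate 1 limma called 2 genes, both higher in light and none among the 3. No difference past a threshold changed direction. The correlation across genes between m6A and expression changes, -0.00452, became 0.00901 in genes with 3 or more sites, both near 0.

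The 5 differences between regions, motifs and site sets kept their direction in all 76 alternatives and lost significance in 1: with no depth minimum the 3' UTR exceeded introns by 0.00701 (exact permutation p = 0.492). The cause was not tested. For the differences between regions and motifs, the 8 settings that left out 1 tissue could not come out otherwise. All 8 tissues had the same sign, so direction and significance were fixed in advance there. The 3' UTR share difference between common and unique sites fell to 15.8 percentage points when a fraction above 0 replaced the flag. The difference in 3' UTR share between reproductive and vegetative tissues lay between 2.06 and 6.57 when 1 tissue was left out, and passed the threshold only without panicle (6.57, exact permutation p = 0.0476, unadjusted).

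Light and dark differed at 72415 sites detected in light or dark. A minimum change of 0.1 left 31852, and a fraction above 0 in place of the flag gave 137159, since these settings remove or add sites by construction. Shifting both tissues to the same median moved the sites higher in light from 52.6% to 46.8%, with 35698 higher and 40638 lower. The 3921 equal sites went to the lower side by construction. Further sites crossed too, and the small excess of higher sites reversed even with the equal sites set aside. The shift moves all sites of a tissue alike, so this reversal does not tell the direction of the light effect. The same shift moved the 3' UTR share difference from -0.347 to -1.51 percentage points, with the equal sites again added to the lower side. The mean difference between light and dark rose from 0.00312 to 0.00780 when only sites detected in light or dark were taken. It fell to 0.00103 at sites detected in any of the other 6 tissues and to 0.000233 at sites detected in both plumules. The cause was not tested.

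The count of genes changed in light was unstable. Against 3 by limma, all lower in light, it was 5 with no filter, 8 with a pseudocount of 0.1, 22 with only plumule libraries in the fit and 0 to 2 when 1 plumule library was left out; the lone library was then assumed to vary like the other groups. It was 0 without dark replicate 2, with 1528 at an unadjusted p under 0.05, and 1 without light replicate 2. On recovered reads it was 41 with edgeR, 38 with DESeq2 size factors in edgeR and 62 with DESeq2, and none of these shared a gene with the 3. The cause was not tested beyond the read numbers of 0 to 3 behind the limma calls. With the replicate number as a replicate block limma called 3 genes, and edgeR with the replicate block called 97. Deviations of same-numbered libraries had correlations between -0.201 and 0.236 over 28 tissue pairs, with 14 over 0.1 and 0.171 for light and dark. Not every pair was over 0.1 and the labels name no shared batch, so the numbers were not taken as pairs; an effect shared by same-numbered libraries of some tissues, plumules included, stays open. No paired analysis was possible for sites because the table holds 1 value per tissue.

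Alternatives that needed site values per replicate were not run: logit and weighted fits, plumule libraries alone, sites in either replicate, and each replicate left out. A fraction of at least 0.1 within detected sites changes nothing, as all of them meet it. Treated libraries had no expression values here, and the exon comparison was not run.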

Other observations

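The tests of site choice, of library exchange, of the 2-week seedling and of organelle motifs were chosen after the values concerned were seen; the tests of fractions at 1, of matched levels and of other splits of the plumule libraries were written down before their results.

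Here 16842 sites were higher and 15010 lower in light by at least 0.1. The number of sites higher in light is below the value quoted above, and the number of sites lower in light is above it. Over all 149081 listed sites compared, 24461 were higher and 23023 lower by at least 0.1. The rule behind the quoted numbers is not given in the sources used here, and replicate values could give other counts. The split depended on how sites were chosen. Sites detected in light had 3.90 higher for each lower one, while sites detected in dark had a ratio of 0.295, an imbalance in the opposite direction that was somewhat smaller. Sites detected in the other 6 tissues, a choice that favours neither plumule, had a ratio of 1.03. A hypothesis is that an excess of hypermethylated sites may arise when sites are chosen by detection in light, because a site that passes detection there tends to have a fraction above its own average. The ratio of 1.03 speaks against a rise of the whole methylome as the source of the 3.90. A small general rise stays open, as does light acting on a limited number of sites. The study also reported higher m6A fractions in light plumules from its replicates, which the pooled values cannot check.

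Few genes were called between light and dark plumules. edgeR called 41 genes for light against dark and 0 for each of the other 2 splits of the same 4 libraries, with 1681 genes at an unadjusted p under 0.05 for the real split and 1287 and 407 for the others. The split with 1287 is that by replicate number, and same-numbered plumule libraries deviated together with a correlation of 0.171, so the splits are not a plain null. A difference between libraries alone cannot be excluded with so few splits. limma called 3 genes for the real split and 5 and 2 for the others, so its calls were no more than those of another split. The 12 light-harvesting and Rubisco genes were all lower in light, with a median log2 difference of -0.34, though limma called none of them after adjustment and some may share reads with near-identical copies. Exchanged light and dark libraries could give this direction, and so could a biological response of plumules at this stage. The median of -0.34 cannot tell these apart because both allow it, and the library labels were not tested in another way.

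Fractions of exactly 1 gathered in some motifs. Among detected CAN sites (N is any base) with a depth of at least 100, 80.5% had a fraction of exactly 1, against 3.58% of GAC sites. Shallow depth alone would make this vanish at deep sites, which it did not. With a depth of at least 20 the shares were higher, 90.6% for CAN and 6.63% for GAC, so depth may account for part. The lowest CAN share over the 8 tissues at a depth of at least 100 was 78.5%. An upper limit set by the calibration of weakly converted motifs could give such a share. That limit alone would not give the fall with depth, so it stays open. Mean fractions that mix motifs may therefore depend on the motif makeup; leaving out sites at exactly 1 lowered the difference between RAC and GAT from 0.182 to 0.121. No biological explanation was tested.

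Unique sites lay less often in the 3' UTR than common sites. Among sites with a depth of at least 20 in every tissue the difference was 42.1 percentage points, and it was 23.1 after matching on the mean fraction in 9 bins, each weighted by the smaller of its numbers of common and unique sites. Weighting by unique sites, chosen after that value was seen, gave 14.9, and weighting by common sites 34.2, and 21492 of the 38593 unique sites had no match and were left out. Weak sites that pass detection in 1 tissue by chance may account for part of the difference, but how much cannot be told, since it depends on the weights. Tissue-specific deposition stays open, untested.

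The 2-week seedling had the highest mean fraction, 0.463, and the lowest median depth of counted sites. Over all listed positions the endosperm was shallower, with a median depth of 32 against 34, and its mean fraction was 0.446. At sites with a depth of at least 50 in every tissue that were detected in all tissues it was again highest with 0.532, but with sites chosen by detection in the other 7 tissues it had 0.243 and ranked 3. Over all 44439 listed sites of that depth it was highest with 0.248, against 0.245 in the flag leaf. Choosing sites detected in all tissues could favour a shallow tissue, but this was not shown. There the endosperm ranked 5 with 0.494, below the deeper flag leaf with 0.499, while the embryo, with a median depth of 41 over listed positions, ranked 2 with 0.509. Choosing by the other 7 tissues can go against the tissue left out, and the listed sites include those detected in the 2-week seedling alone. Depth and tissue cannot be told apart here, and either could be the source of the high mean of the 2-week seedling. The value of 0.243 decides neither.

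The table listed 339 organelle sites, 206 in the plastid and 133 in the mitochondrion. RAC motifs made up 45.4% of them, against 12.5% for random bases and 52.1% at nuclear chromosomes. No biological explanation was tested. Calls spread without regard to motif would not give 45.4%. A motif preference of the enzyme, nuclear copies of organelle sequence and true organelle m6A stay open, and none could be separated with these values.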
